# Predose and Postdose Blood Gene Expression Profiles Identify the Individuals Susceptible to Acetaminophen-Induced Liver Injury in Rats

**DOI:** 10.1371/journal.pone.0141750

**Published:** 2015-10-29

**Authors:** Xiaoyan Lu, Bin Hu, Jie Zheng, Cai Ji, Xiaohui Fan, Yue Gao

## Abstract

The extent of drug-induced liver injury (DILI) can vary greatly between different individuals. Thus, it is crucial to identify susceptible population to DILI. The aim of this study was to determine whether transcriptomics analysis of predose and postdose rat blood would allow prediction of susceptible individuals to DILI using the widely applied analgesic acetaminophen (APAP) as a model drug. Based on ranking in alanine aminotransferase levels, five most susceptible and five most resistant rats were identified as two sub-groups after APAP treatment. Predose and postdose gene expression profiles of blood samples from these rats were determined by microarray analysis. The expression of 158 genes innately differed in the susceptible rats from the resistant rats in predose data. In order to identify more reliable biomarkers related to drug responses for detecting individuals susceptibility to APAP-induced liver injury (AILI), the changes of these genes' expression posterior to APAP treatment were detected. Through the further screening method based on the trends of gene expression between the two sub-groups before and after drug treatment, 10 genes were identified as potential predose biomarkers to distinguish between the susceptible and resistant rats. Among them, four genes, *Incenp*, *Rpgrip1*, *Sbf1*, and *Mmp12*, were found to be reproducibly in real-time PCR with an independent set of animals. They were all innately higher expressed in resistant rats to AILI, which are closely related to cell proliferation and tissue repair functions. It indicated that rats with higher ability of cell proliferation and tissue repair prior to drug treatment might be more resistant to AILI. In this study, we demonstrated that combination of predose and postdose gene expression profiles in blood might identify the drug related inter-individual variation in DILI, which is a novel and important methodology for identifying susceptible population to DILI.

## Introduction

Drug-induced liver injury (DILI) is the main adverse drug reaction and often life-threatening. It is also a leading cause of drugs that never reach the market and being withdrawn after product launch. The relatively low incidence and idiosyncratic nature of most cases of DILI suggest that susceptibility to this injury might be determined by multiple genetic and acquired environmental factors [1]. Pharmacogenomics, which aims to define the genetic determinants of drug response, has been widely recommended as a potential approach of individualized drug therapy to guide therapeutic strategies toward a better safety and efficacy profile [2]. The principal goals of pharmacogenomics research on DILI are an elucidation of hepatotoxic mechanisms and the prediction of DILI in individuals [3]. Nevertheless, acquired environmental factors play an important role in individual metabolic phenotypes, modulating drug metabolism, efficacy, and toxicity, such as age, sex, ethnicity, nutritional status, gut bacterial activities, disease, and other drug use [4]. Such environmental complications will be limited the usefulness of prediction of drug-induced responses that are based only on genomic differences [4–6].

Recognizing this important limitation of pharmacogenomics and the potential of acquired environmental factors altering gene expressions [4], predose gene expression profiles have recently been used to predict a subject’s response to potential drug intervention. Yun et al. have recently devised a novel method that examines the innate gene expressions of biofluids and biopsy tissues prior to drug treatment [7–10], which might identify susceptible population to DILI. This method has a major advantage as the fact that the derived gene expression profiles are sensitive to both genomic and environmental influences. Moreover, a further crucial advantage of this method is its openness to finding unexpected biomarkers as the global gene expression is quantified simultaneously without prespecification of what those genes should be. However, one critical problem existed in this method is that a number of inter-individual variation in predose gene expression data before drug administration are not associated with drug responses, which would further interfere with subsequent biomarkers screening for prediction the individual susceptibility to DILI. In addition, if a large number of differentially expressed genes (DEGs) existed in predose gene expression between the susceptible and resistant individuals, the validation of the potential of these genes to predict susceptibility to DILI is time-consuming and expensive. Thus, it is requiring a further screening method that could identify the drug responses-related DEGs in predose gene expression profiles in an unbiased manner, which could discover the more reliable biomarkers predictive of individual susceptibility to DILI.

Knowing that what should be overcome, we decided to test the hypothesis that combination of predose and postdose gene expression profiles of the susceptible and resistant individual animals contains sufficient information to allow the further screening of the DEGs in predose data, which can identify candidate gene biomarkers related to drug responses prior to drug treatment. Fig 1 shows the overall research strategy and experimental design for this study. Briefly, to assess our hypothesis, we chose the commonly used analgesic APAP for this investigation and compared the gene expression profiles in the blood collected prior to APAP administration with posterior to APAP treatment in susceptible and resistant Wistar rats. With this approach, we could relate the intrinsic individual variation more specific to DILI, providing an important clue for the determination of susceptible population to DILI.

**Fig 1:**
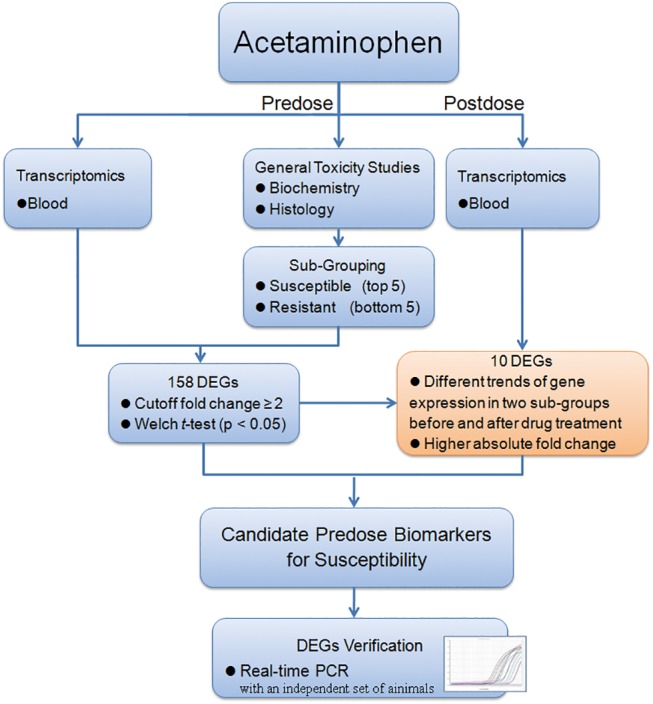
The overall research strategy and experimental design for this study.

## Materials and Methods

### Animals and ethics statement

Male Wistar rats (180−200 g, Silaike Co. Shanghai, China) were housed in an environmentally controlled room at 22 ± 1°C with a relative humidity of 50% ± 5%, and a light-dark cycle of 12 h each. Food and water were provided *ad libitum*. All experiments involving laboratory animals were approved and conducted in accordance to the guideline of the Institutional Animal Care and Use Committee (IACUC) of Zhejiang University School of Medicine. Surgical procedures were conducted under chloral hydrate (5% w/v, 0.6 mL/100 g body weight, Shanghai Qiangshun Chemical Reagent Co., Ltd., China) anesthesia, and all efforts were made to minimize suffering.

### Experimental design

To determine the intrinsic gene expression in blood for individual variation of APAP-induced liver injury (AILI), we analyzed the gene expression profiles in the blood collected from individual rats prior and posterior to APAP administration. In brief, the rats of first set were randomly divided into two groups, control group (n = 5) and APAP group (n = 35). The predose blood samples were collected via retro-orbital plexus from anesthetized animals into vacutainer-ethylene diamine tetraacetic acid (EDTA) tubes (BD Diagnostic Systems Sparks, USA) for RNA isolation. After a recovery period for 1 week, the rats were fasted for 12 h before once orally administrated with APAP (TCI (Shanghai) Development Co., Ltd., China, purity > 98%) at 1200 mg/kg in a 1% carboxymethyl cellulose sodium solution (China National Pharmaceutical Group Co., China). After drug administration, the rats were fasted for 2 h. The dose and treatment schedule were selected based on our preliminary experiments that induced the liver injury adequately. The animals were anesthetized with chloral hydrate (5% w/v, 0.6 mL/100 g body weight) at 24 h after APAP administration. The postdose blood samples were collected via inferior vena cava from anesthetized animals into vacutainer-EDTA tubes for RNA isolation. The livers were immediately removed from each animal and the excised samples from the left lateral liver lobe were used for histopathological examinations. Serum was collected from predose and postdose blood, and separated by centrifugation at 4000 rpm for 15 min at 4°C for biochemical analysis.

Then, based on ranking in the serum levels of alanine transaminase (ALT) after 24 h APAP administration, five most susceptible (top 5 in ALT levels) and five most resistant rats (bottom 5 in ALT levels) were selected as two sub-groups that showed susceptibility or resistance to AILI. Moreover, microarray analysis was performed to the precollected blood samples of these ten rats prior to APAP treatment, and the blood gene expressions in predose data were compared between these two sub-groups to identify the DEGs for individual variation. Subsequently, we detected the postdose gene expression profiles of these ten rats that could further screen the predose DEGs, which was aimed to relate intrinsic DEGs to drug responses for predicting the susceptibility of AILI. The details of the further screening method were shown in "Microarray data analysis" subsection. Finally, to investigate whether the DEGs obtained from the further screening might identify the susceptible animals, we performed the real-time PCR analysis to these genes with the blood samples precollected before APAP treatment from an independent test set of 37 rats (two groups, control group (n = 5) and APAP group (n = 32)). After a recovery period for 1 week, the rats were also treated with APAP as described above. Serum and liver samples were collected 24 h after the APAP treatment for biochemical analysis and histopathological examinations. The susceptibility to AILI based on the predicted results from real-time PCR was compared through analysis of serum biochemistry and liver histopathology after actual exposure to APAP. The details of prediction method were described in "mRNA quantitation by quantitative reverse transcriptase polymerase chain reaction analysis" subsection.

### Histopathology

The livers were collected 24 h after the APAP administration with 10% formalin. Then the tissues were embedded in paraffin, cut approximately 4 μm thick, and stained with hematoxylin and eosin (HE) for histological observation in a blind fashion.

### Serum biochemical analysis

The parameters of serum samples, including ALT, aspartate aminotransferase (AST), alkaline phosphatase (ALP), and total bilirubin (TBILI), were tested with a Roche COBASC 311 Automatic Analyzer.

### RNA extraction, purification, and microarray analysis

Within 24 h after collection, the total RNA was extracted from TRIZol Reagent (Invitrogen, USA) after lysing red blood cells (TIANGEN, China). The RNA purification and quality assessments were carried out as described previously [11]. Only RNA with RNA integrity numbers greater than 7.0 and 28S rRNA/18S rRNA more than 0.7 was used for microarray analysis. Affymetrix Rat Genome 230 2.0 chips were used according to manufacturer’s protocols as described in our previous study (n = 5) [11].

### Microarray data analysis

Gene expression data from the Affymetrix Rat Genome 230 2.0 chips were loaded into ArrayTrack^®^ (http://www.fda.gov/ScienceResearch/BioinformaticsTools/ArrayTrack) for data management, analysis, visualization, and interpretation as previously described [11]. In brief, raw microarray intensity data were normalized per chip to the same median intensity value of 1000. To exclude false DEGs due to low abundance transcripts, genes with normalized intensity less than 100 in all chips of predose gene expression data were excluded. The DEGs in predose gene expression data were selected using the Welch's t-test within ArrayTrack^®^ with cutoff values of *p* < 0.05 and absolute fold change (FC) ≥ 2 [12, 13]. For the further screening, the predose DEGs were divided into two categories based on the expression trends of the genes in the two sub-groups before and after APAP administration. One category was $\text{FC}\left(\frac{RA}{R}\right)\times FC\left(\frac{SA}{S}\right)$ < 0, where $\text{FC}\left(\frac{RA}{R}\right)$ means the fold change of a single gene's expression in resistant subset prior (R) and posterior (RA) to APAP administration; $\text{FC}\left(\frac{SA}{S}\right)$ indicated the fold change of a single gene's expression in susceptible subset before (S) and after (SA) APAP administration. Taken together, $\text{FC}\left(\frac{RA}{R}\right)\times FC\left(\frac{SA}{S}\right)$ < 0 reflected an opposite expression trend of a gene in the two sub-groups before and after APAP administration, i.e., the gene was upregulated (or downregulated) in susceptible group and downregulated (or upregulated) in resistant group after APAP treatment, compared with predose gene expression data. The other category was $\text{FC}\left(\frac{RA}{R}\right)\times FC\left(\frac{SA}{S}\right)$ > 0, which suggested a consistent expression trend of a gene in the two sub-groups before and after APAP administration, i.e., the gene was both upregulated or downregulated in susceptible and resistant groups after APAP treatment, compared with predose gene expression data. At last, these two sets of the genes were sorted with the absolute values of the change in descending order with two algorithms. When $\text{FC}\left(\frac{RA}{R}\right)\times FC\left(\frac{SA}{S}\right)$ < 0, we calculated the absolute values of $\text{FC}\left(\frac{RA}{R}\right)$ multiplied by $\text{FC}\left(\frac{SA}{S}\right)$; when $\text{FC}\left(\frac{RA}{R}\right)\times FC\left(\frac{SA}{S}\right)$ > 0, we counted the values of $\text{FC}\left(\frac{RA}{R}\right)$ divided by $\text{FC}\left(\frac{SA}{S}\right)$ or $\text{FC}\left(\frac{SA}{S}\right)$ divided by $\text{FC}\left(\frac{SA}{S}\right)$, ensuring that the larger values between $\text{FC}\left(\frac{RA}{R}\right)$ and $\text{FC}\left(\frac{SA}{S}\right)$ to be the numerator. Top five genes in each and total ten genes in these two-trend sets were chosen for further investigation. The entire set of microarray data was deposited in Gene Expression Omnibus (GEO) database with the number of GSE68065.

### mRNA quantitation by quantitative reverse transcriptase polymerase chain reaction analysis

To investigate whether the top 10 DEGs obtained from further screening might identify the susceptible animals, real-time quantitative reverse transcriptase polymerase chain reaction (qRT-PCR) was conducted with the blood samples precollected before APAP treatment from an independent set of 37 rats (two groups, control group (n = 5) and APAP group (n = 32)). With the genes selected from further screening, 8 rats with the lowest expression (the fourth quartile of total 32) and 8 rats with highest expression (the first quartile of total 32 animals) were allocated to predicted susceptible and resistant groups based on the results of microarray analysis and the risk allocation strategy described previously [14]. The susceptibility to AILI was compared between these two groups through analysis of serum biochemistry and histopathological examinations after actual exposure to APAP. The qRT-PCR reactions were carried out as previously described [11, 15]. The sequences for the primer pairs used are listed in Supplementary S1 Table. qRT-PCR data for each gene product were normalized to the levels of 18S rRNA transcript. The ratio of the target gene to the housekeeping gene (18S rRNA) was calculated and expressed as 2^-ΔCt^. This ratio was then used to evaluate the expression level of the target gene of each animal. Based on a previous study [9], to determine the fold changes in expressions among animals, the normalized gene expression of the target genes was divided by the normalized expression of the same gene in the sample with the lowest level of the normalized gene expression of the target genes, expressed as 2^-ΔΔCt^. In addition, the expression levels of the candidate genes were also detected in liver tissues by qRT-PCR after exposure to APAP. The data were normalized to the levels of 18S rRNA transcript and expressed as 2^-ΔCt^.

### Statistical analyses

Statistical differences between susceptible and resistant groups were determined by one-way ANOVA, followed by Student’s t-test. For all comparisons, a *p* value < 0.05 was considered to be statistically significant.

## Results

### Individual difference in the liver injury after APAP administration

In order to predict the individual susceptibility to AILI, a representative outbred strain Wistar rat was used in this study. As expected, severe liver injury was induced in a part of rats after APAP administration, and inter-subject variation in AILI was observed as evidenced by the different extent of elevation in the levels of serum ALT, AST, TBILI, and ALP parameters (Fig 2A–2D). On the basis of the ranking in serum ALT, APAP-treated rats were divided into two sub-groups, susceptible (top five in ALT levels) and resistant groups (bottom five in ALT levels). As shown in Fig 2E–2H, no significance was detected among control, susceptible and resistant groups in these serum parameters before APAP treatment, but markedly higher levels of serum ALT, AST, and TBILI were observed in the susceptible group compared with control group after APAP treatment, and significantly higher levels of ALT and AST were noted in the susceptible group compared with resistant group posterior to APAP administration. The results of histological examinations such as necrosis and inflammatory cell infiltration in the livers of all five susceptible rats also supported the results obtained from the serum biochemical assays, whereas only hydropic degeneration of hepatocytes was observed in the livers of the five resistant rats (Fig 3).

**Fig 2:**
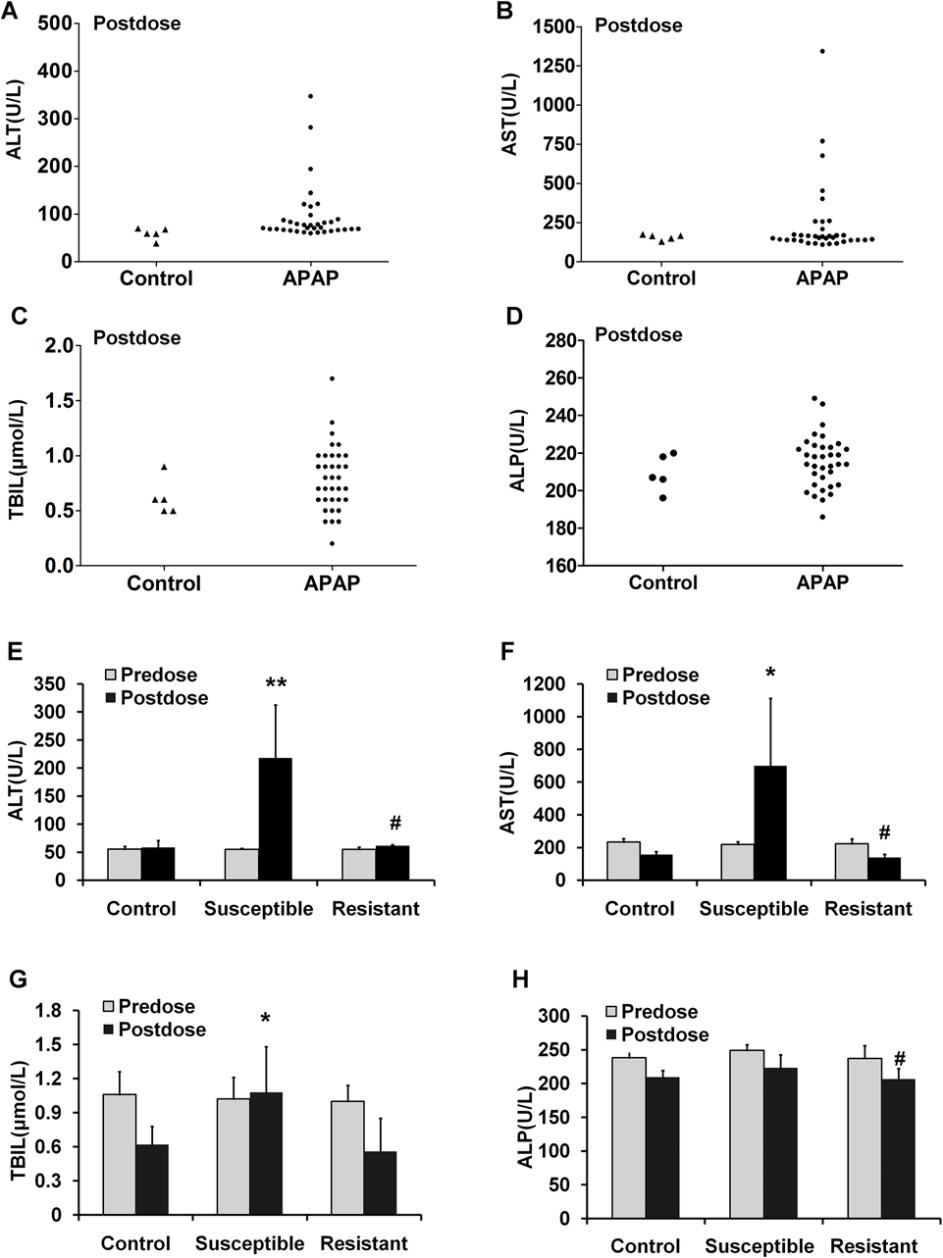
Serum biochemical analysis prior and posterior to APAP administration. (A-D) The scatter plots of ALT (A), AST (B), ALP (C), and TBILI (D) levels of each animal in the first set. (E-H) Comparison of the levels of ALT (E), AST (F), ALP (G), and TBILI (H) was performed in control, susceptible, and resistant sub-groups before and after APAP treatment in the first set (n = 5). Values are represented as mean ± SD. * *p* < 0.05, ** *p* < 0.01 compared with vehicle control. ^#^ *p* < 0.05 compared with susceptible sub-group. Con, control group; Sus, susceptible sub-group; Res, resistant sub-group.

**Fig 3:**
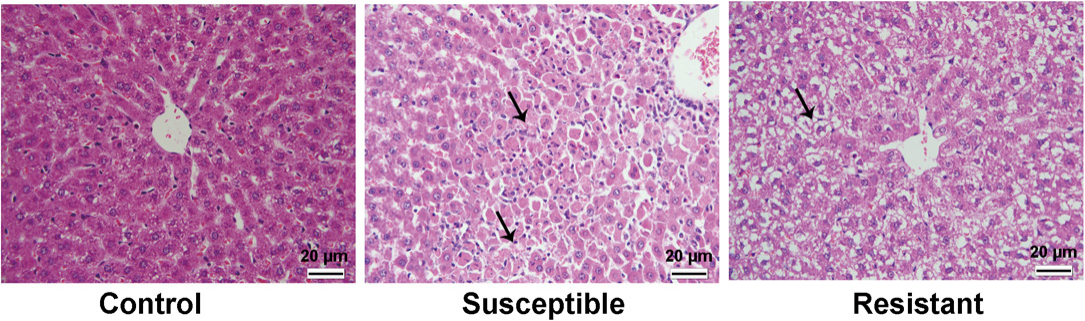
Representative images of rat livers after APAP administration with histopathological examinations of HE stain. The rats in control group showed normal morphology of liver. Susceptible group exhibited massive hepatic injury including necrosis and inflammatory cells infiltration as arrows indicated, whereas the rat in resistant group showed hydropic degeneration of hepatocytes (arrow). The magnification used was 400×. The scale bar is 20 μm.

### Gene expression analysis

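Blood RNA was measured on 20 Affymetrix Rat Genome 230 2.0 arrays, 1 per sample, with 5 arrays in each of 4 groups: resistant rats before (R) and after (RA) APAP, and susceptible rats before (S) and after (SA) APAP. Each probe set on this array is a group of short oligonucleotides whose hybridization to labelled RNA gives 1 signal, for 1 gene or for several. Predose blood was drawn from the retro-orbital plexus 1 week before dosing. Postdose blood was drawn from the inferior vena cava 24 h after an oral dose of 1200 mg/kg APAP, given after a fast of 12 h. Postdose and predose arrays therefore differ in the site of bleeding, in feeding and in the day as well as in APAP, and no array holds blood of vehicle-treated rats. Red blood cells were lysed before RNA extraction, so that white blood cells and platelets remained as sources of RNA. The authors deposited linear intensity values with a median per array of 187 to 223, and the methods scale each array to a median of 1000. Each array was scaled to that median here, 57 control probe sets were left out, and the other 31042 were converted to log2. Probe sets under 100 on every array of a comparison were not tested. The platform's annotation gives 20826 probe sets 1 gene symbol, 436 several and 9780 none. The sub-groups were compared before dosing, after dosing, and in their postdose change, with limma and a Benjamini-Hochberg adjusted p under 0.05. The arrays are of the same 10 rats before and after dosing, but the labels number the replicates of each group and do not say that equal numbers are 1 rat, so that predose and postdose arrays were treated as separate samples. The number of arrays limits the precision.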

We performed microarray analysis using the blood samples collected before and after APAP treatment from the five most susceptible and five most resistant rats. First, the predose gene expressions between these two sub-groups were compared to identify the DEGs for individual variation before drug administration. As a results, 158 genes were identified to be statistically different between the two sub-groups (*p* < 0.05 and fold change ≥ 2). 

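The largest predose differences past the criteria of the methods, among them those of Myl7 and Pdgfra, were on probe sets of low signal. Myl7, a myosin light chain of the heart atria, was higher in susceptible rats, with a log2 signal of 5.20 ± 1.01 in the resistant and 8.33 ± 0.56 in the susceptible group (mean ± SD, n = 5; difference 3.13, limma adjusted p = 0.525). Fermt2, which encodes kindlin-2, an activator of integrins, was higher in the same group by 2.57 (adjusted p = 0.525). Pdgfra, a receptor of platelet-derived growth factor, was higher in resistant rats, at 8.02 ± 0.46 against 4.89 ± 0.71 (difference -3.13, adjusted p = 0.110), and so was Klf15, a transcription factor of fasting metabolism, with a difference of -2.45 (adjusted p = 1.00). The bacterial trp probe sets, taken as negative controls, had a median log2 signal of 6.02 over all 20 arrays. Their median per array, scaled but not in log2, was 12.9 to 92.2 before dosing and 18.1 to 211 after. The control level thus differed between arrays, and the pooled median is not that of the predose arrays alone. The mean of the lower sub-group was at or below the pooled median for each of these 4 genes. This also held for 170 of the probe sets past the criteria, so that the size of these differences is uncertain. With p under 0.05 and an absolute fold change of at least 2, 370 of 30416 probe sets differed, 169 higher in susceptible and 201 higher in resistant rats, and the annotation gives 210 of them 1 gene symbol. With limma, 1 probe set passed the adjusted test, and the annotation gives it no gene symbol. It was lower in susceptible rats (log2 difference -2.39, standard error 0.21, adjusted p = 0.0289). Its mean of 5.83 there also lay below the pooled median of the negative controls, so that the size is uncertain. The count of 1 became 2 without resistant predose replicate 2 or 4 and 0 without any other 1 of these arrays. At an unadjusted p under 0.05, limma called 1138 probe sets, where 1521 were to come from chance, and the methods' test with adjustment called 0. None of 28 gene lists differed between the sub-groups before dosing, and the smallest adjusted p was 0.537, for 12 genes of heat shock and protein folding. Markers of white blood cells had median log2 differences of -0.03 for 11 neutrophil genes, -0.06 for 15 T cell genes, -0.06 for 8 B cell genes and 0.01 for 11 monocyte genes, with adjusted p of 0.931, 0.774, 0.774 and 0.774. The log2 ratio of the 3' to the 5' actin control, a sign of RNA integrity, was 0.80 ± 0.03 on R and 0.87 ± 0.05 on S arrays (SD, n = 5). Of the 370 probe sets, 354 stayed under the array median of 1000 on every predose array. With the values as deposited, in place of values scaled to that median, 157 probe sets passed the criteria of the methods.

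**Figure D1:**
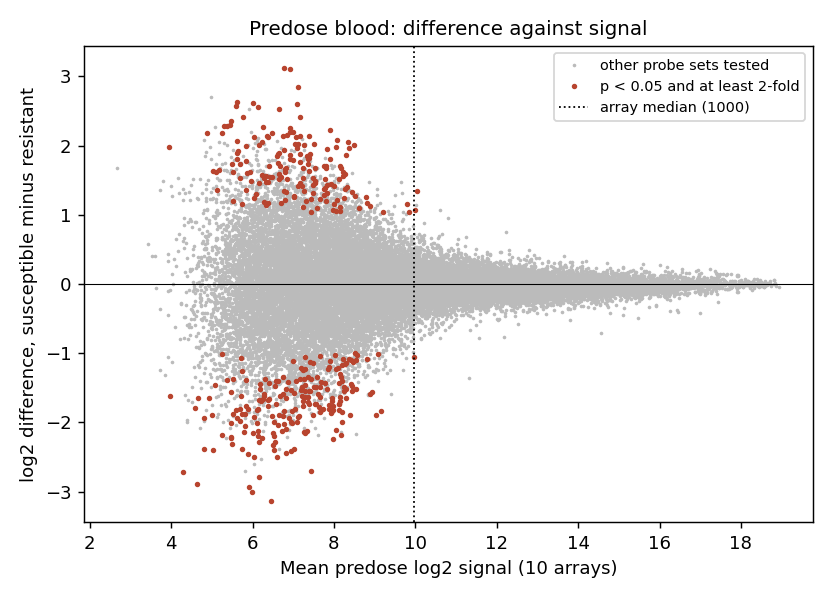
Predose log2 difference between the susceptible and the resistant group (vertical axis) against the mean log2 signal of the 10 predose arrays (horizontal axis), 1 point per probe set tested. Red points are the 370 probe sets past the criteria of the methods, the dotted line is the array median of 1000, and 2 of the red points have a mean signal at or above it.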

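At 24 h after APAP, the lists of natural killer cell and neutrophil genes were higher in the blood of both sub-groups than before dosing. Those of B cell, MHC class II and DNA replication genes were lower. These tests used a preset correlation. For MHC class II genes, the median change was -0.40 in resistant (adjusted p = 0.0252) and -0.34 in susceptible rats (adjusted p = 0.0114). None of these list calls was kept with the other setting (adjusted p = 0.227 or more with an estimated correlation). Of 10 genes of natural killer and other cytotoxic cells, 8 rose in resistant and 8 in susceptible rats and none fell (8 and 9 higher when adjusted over the list alone). They include Ncr1, an activating receptor, with log2 changes of 1.70 and 1.64, Gzma, a granule protease (1.11 and 1.29), and Eomes, a transcription factor of cytotoxic cells (1.89 and 1.13). The list's adjusted p was 1.04e-10 in resistant and 1.01e-08 in susceptible rats with a preset correlation, and adjusted p = 0.227 and 0.320 with an estimated correlation. Of 11 neutrophil genes, 4 rose in resistant and 7 in susceptible rats (7 higher and 1 lower, and 7 higher, when adjusted over the list alone), among them Csf3r, the receptor of granulocyte colony-stimulating factor (1.50 and 1.73), and Cxcr2, a chemokine receptor (1.48 and 2.21). For this list, adjusted p = 0.537 and 0.320 with an estimated correlation, against 4.92e-05 and 3.82e-07 with the preset one. Of 8 B cell genes, 3 fell in susceptible rats, among them Cd22, an inhibitory receptor (-0.44), and Blnk, an adaptor of the B cell receptor (-0.68), and 0 passed in resistant rats (6 lower in either sub-group when adjusted over the list alone). The list's median change was -0.48 in susceptible and -0.41 in resistant rats (adjusted p = 1.77e-05 and 0.00164 with the preset correlation, and adjusted p = 0.320 and 0.537 with an estimated correlation), and the test between the 2 changes gave an adjusted p of 0.272. Of 21 DNA replication genes, 4 fell in resistant and 2 in susceptible rats (8 and 5 lower when adjusted over the list alone), including Mcm7, a subunit of the replicative helicase (-0.43 and -0.49). The list's median change was -0.27 in either sub-group. Its adjusted p was 2.03e-05 in resistant and 1.02e-04 in susceptible rats with the preset correlation, and 0.332 and 0.320 with an estimated correlation. None of 25 mitosis genes passed in either sub-group. The mitosis list had a median change of -0.27 in resistant and -0.19 in susceptible rats. With the preset correlation its adjusted p was 0.0510 and 0.368, and with an estimated one 0.692 and 0.742. In resistant rats it passed as lower with quantile normalization (adjusted p = 0.0474) and with the replicate number as a block (adjusted p = 0.0337). In susceptible rats it passed with neither.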

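Over all 30747 probe sets tested, 1570 changed in resistant rats (772 higher and 798 lower) and 2048 in susceptible rats (1187 higher and 861 lower) at an adjusted p under 0.05 from limma. Of these, 470 were higher and 400 were lower in both sub-groups, against 29.8 and 22.3 for independent sets, and 1 was called in opposite directions. Among the largest rises was Fetub, which encodes fetuin-B, a protease inhibitor made mainly by the liver, at log2 signals of 9.05 ± 0.73 (R), 12.73 ± 0.29 (RA), 8.79 ± 1.50 (S) and 12.49 ± 0.56 (SA; mean ± SD, n = 5), with log2 changes of 3.69 and 3.71. Cd33, an inhibitory receptor of myeloid cells, rose in both sub-groups, with log2 changes of 3.48 in resistant (adjusted p = 1.24e-05) and 2.80 in susceptible rats (adjusted p = 5.12e-05), as did Il22ra2, a soluble receptor that binds interleukin-22, with log2 changes of 2.57 in resistant (adjusted p = 2.96e-05) and 1.67 in susceptible rats (adjusted p = 6.72e-04), and Tgm1, a transglutaminase, with log2 changes of 2.51 in resistant (adjusted p = 9.71e-05) and 3.08 in susceptible rats (adjusted p = 1.69e-05). Crem, a transcription factor of cAMP signalling, fell in both, with log2 changes of -2.70 in resistant (adjusted p = 2.72e-05) and -1.66 in susceptible rats (adjusted p = 8.73e-04), and so did Pmp22, a membrane protein of myelin and other cells, with log2 changes of -1.39 in resistant (adjusted p = 0.0288) and -2.64 in susceptible rats (adjusted p = 2.31e-04). Il10, an anti-inflammatory cytokine, fell in resistant rats (log2 change -3.99, adjusted p = 8.23e-04) and had a change of -1.84 in susceptible rats (adjusted p = 0.0909); its RA signal of 6.06 ± 1.63 lay near the median of the negative controls, so that the size of its fall is uncertain. The test between the changes of the sub-groups gave adjusted p of 0.541 or more for Cd33, Il22ra2, Tgm1, Crem, Pmp22 and Il10. Per1 and Per2, components of the circadian clock, changed in opposite directions, Per1 by -1.14 and -1.17 and Per2 by 0.91 and 1.24 in resistant and susceptible rats. The actin 3' to 5' log2 ratio was 0.76 ± 0.10 on RA and 0.79 ± 0.10 on SA arrays (SD, n = 5). Without resistant predose replicate 3, 967 probe sets changed in resistant rats, and without resistant postdose replicate 2, 1046; without susceptible postdose replicate 3, 1332 changed in susceptible rats. With only the 10 arrays of each sub-group in the fit, 955 and 869 changed, and with the methods' test after adjustment 729 and 578. With 1 probe set per gene, 959 changed in resistant rats. With the replicate number as a block, 970 changed in resistant and 1290 in susceptible rats. The call for Mcm7 in resistant rats was lost without resistant predose replicate 3, resistant postdose replicate 2 or resistant predose replicate 1, with log2 changes of -0.42, -0.42 and -0.40, and that for Pmp22 in resistant rats was lost without resistant predose replicate 1 or 3 or resistant postdose replicate 2, 4 or 5 (log2 changes -1.25 to -1.38).

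**Figure D2:**
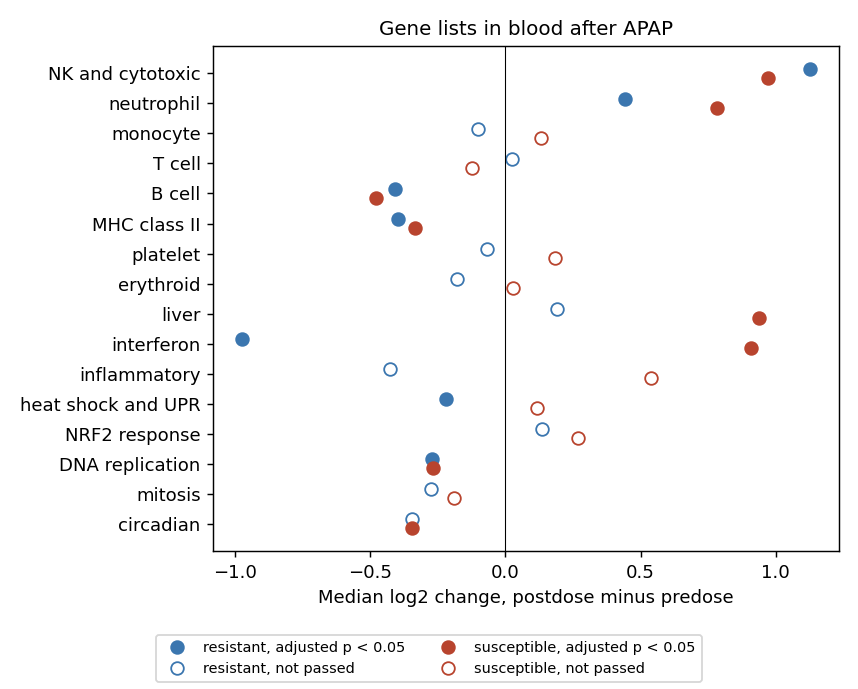
Median log2 change from predose to postdose blood (horizontal axis) of 16 gene lists (vertical axis), in resistant (blue) and susceptible (red) rats, 5 arrays per group. Filled points passed an adjusted p under 0.05 with a preset correlation and open points did not, and none passed with an estimated correlation.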

To further relate these 158 DEGs to drug responses, we screened them with postdose gene expression data, which was based on the expression trends of these genes in the two sub-groups before and after APAP treatment as described in ‘‘Materials and Methods” section. Briefly, if a gene from the 158 DEGs has the opposite expression trend in susceptible and resistant groups after APAP treatment, it would be more likely to be a candidate biomarker for prediction the susceptibility to AILI, such as downregulated in susceptible group and upregulated in resistant group after APAP treatment compared with the predose expression data. Simultaneously, if a gene from the 158 DEGs has the consistent expression trend in susceptible and resistant groups after APAP treatment and large difference was observed in the fold changes in these two sub-groups, it would be also more likely to be a candidate biomarker for prediction the susceptibility to AILI. Thus, we used two algorithms to calculate the changes of these two situations as described in ‘‘Materials and Methods” section. After ranking, top five genes in each trend set with larger absolute values in the algorithms were chosen as candidate predose biomarkers for detecting individuals susceptibility to AILI, i.e., total ten genes in these two-trend sets. Among them, *My17*, *Bmp2*, *Mmp12*, *Gprin1*, and *Sox11* had opposite expression trend in susceptible and resistant groups after APAP treatments compared with predose data, whereas *Rpgrip1*, *Hrg*, *Incenp*, *Sbf1*, and *S100b* had the consistent expression trend in these two sub-groups (Table 1).

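Myl7, the atrial myosin light chain, had a fold change of 3.43 in resistant and -4.87 in susceptible rats after APAP, which ranks it 2 among 299 probe sets with opposite trends; its signal was at or below the highest of the negative controls, a log2 signal of 8.12, on 15 of 20 arrays, so that these fold changes and the rank are uncertain. Fermt2 ranked 3 of these, with fold changes of 3.07 and -5.21, and Myf6, a transcription factor of muscle, ranked 5, with 4.77 and -2.75; all 4 group means of both lay below that control, so that these values are uncertain as well. Among 71 probe sets that moved the same way, Sema6c, a semaphorin with all 4 group means below it too, ranked 1 with fold changes of 7.54 and 1.24, Bmp2, a bone morphogenetic protein, ranked 2 with -1.02 and -6.22, Hspb1, a small heat shock protein, ranked 3, and Incenp ranked 5. Of the 370 probe sets, 213 had both predose means at or below that highest control. All 10 genes of Table 1 were among the 370 probe sets screened. Of them 3, Myl7, Bmp2 and Incenp, were among the 5 highest of their trend here. For Bmp2 this was not the trend that the paper gives it. With deposited values and ratios of arithmetic means, chosen after the values had been seen, Bmp2, Hrg and Sbf1 had the paper's trends. Gprin1 ranked 17, Mmp12 19, Sox11 41, Hrg 125 and Sbf1 181 among the opposite trends, and Rpgrip1 ranked 6 and S100b 11 among the probe sets that moved the same way. Of the 370 probe sets, 330 moved in resistant rats, and 339 in susceptible rats, toward the predose level of the other sub-group. The median predose difference, taken in its own direction, was 1.67 on the log2 scale, and after dosing it was -0.04, with 176 probe sets on the predose side. These probe sets were selected for a predose difference on the same arrays, which builds in such a move: with other splits of the rats, selected in the same way, its median was 0.83, against 0.84 here. With the same selection built in, the change from predose to postdose differed between the sub-groups at an unadjusted p under 0.05 in 169 of the 370 and at an adjusted p under 0.05 from limma in 0. With values as deposited 6 of the 10 genes, and with ratios of arithmetic means 0, were among the 5 highest of their trend, and without replicate 3 of the susceptible rats it was 0 as well, while without resistant replicate 1 or 4 or susceptible replicate 2 or 4 it was 1. With deposited values, arithmetic means and only probe sets with 1 gene symbol, a setting chosen after the values had been seen, it was 10 where Table 1's name was counted for Rpgrip1 and 9 by the annotation alone.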

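After APAP, 7 of the 10 genes of Table 1 changed in 1 of the sub-groups at an adjusted p under 0.05 from limma, and none changed in both. In resistant rats, S100b, a calcium-binding protein, rose (log2 change 2.00, standard error 0.48, adjusted p = 0.0198), and Rpgrip1, a protein of photoreceptor cilia, fell. In susceptible rats, Bmp2 fell, with a log2 signal of 8.26 ± 1.14 before and 5.62 ± 0.73 after dosing (mean ± SD, n = 5; change -2.64, adjusted p = 0.00678). Gprin1, a regulator of neurite outgrowth (2.86, adjusted p = 0.00747), and Hrg, a plasma glycoprotein made by the liver (2.00, adjusted p = 0.0134), rose in this group, together with the probe sets of Table 1 for Incenp and Sbf1, but with none of the 5 others annotated to these 2 genes. The median per array of the trp controls, scaled but not in log2, was 12.9 to 92.2 on S and 69.0 to 161 on SA arrays. The controls were thus mostly higher after dosing in susceptible rats, where Bmp2 fell, and the sizes of the rises in this group are uncertain. Myl7, Mmp12 and Sox11, a developmental transcription factor, did not pass in either sub-group, with log2 changes in susceptible rats of -2.28 (standard error 0.89), 1.86 (0.72) and -2.35 (0.73). In resistant rats, the log2 changes of Bmp2, Hrg, Incenp and Sbf1 lay between -0.04 and 0.10 on the probe sets of Table 1, while the other probe set of Bmp2 had changes of -1.95 in resistant and -1.23 in susceptible rats (adjusted p = 0.150 and 0.397), and 1 of Incenp and 1 of Sbf1 had -0.43 and 0.42 in resistant rats (adjusted p = 0.738 and 0.552). The difference in change between the sub-groups had an adjusted p of 0.342 to 0.616 for these 10 genes, and an unadjusted p under 0.05 for each of them. After dosing none differed between the sub-groups, in limma (adjusted or unadjusted) or in exact 2-sided permutation tests. The paper chose these genes on the same arrays for a predose difference and then for their 2 fold changes, so that neither their predose p nor their p for the changes, or for the difference between the changes, is independent evidence. The call for S100b was lost without resistant predose replicate 2, 3 or 4 or resistant postdose replicate 3 (log2 changes 1.88, 1.81, 1.80 and 1.82). Of the 200 signals of these genes, 2 lay above the array median and 111 at or below the highest of the negative controls, so that their fold changes are uncertain.

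**Figure D3:**
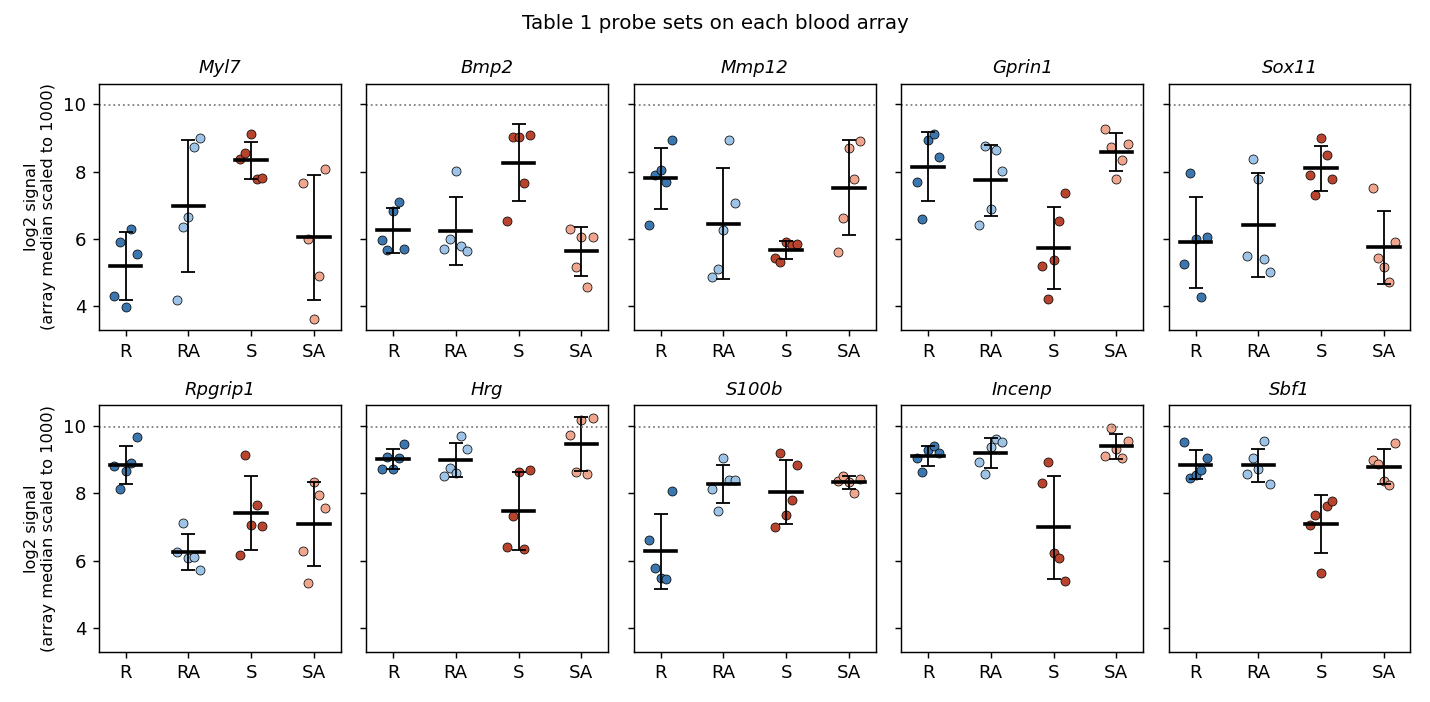
Log2 signal (vertical axis) of the 10 probe sets of Table 1 on each array in the 4 groups R, RA, S and SA (horizontal axis), 1 dot per array, with the mean and SD of 5 arrays. The dotted line is the array median of 1000; 2 of the 200 dots lie above it.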

**Table 1:** The expressions of the 10 genes in predose and postdose gene expression profiles which were identified as potential gene biomarkers to distinguish between susceptible and resistant rats to AILI.

Gene_id_mfr	Genebankacc	Gene name	Locusid	$\text{FC}\left(\frac{RA}{R}\right)$	$\text{FC}\left(\frac{SA}{S}\right)$	Absolute values of $\text{FC}\left(\frac{RA}{R}\right)\times$ $\text{FC}\left(\frac{SA}{S}\right)$	Values of $\text{FC}\left(\frac{RA}{R}\right)÷$ $\text{FC}\left(\frac{SA}{S}\right)$ or $\text{FC}\left(\frac{SA}{S}\right)÷$ $\text{FC}\left(\frac{RA}{R}\right)$
1371315_at	AA891242	Myl7	289759	5.22	-3.05	15.92	
1368945_at	NM_017178	Bmp2	29373	1.19	-7.08	8.43	
1368530_at	NM_053963	Mmp12	117033	-1.61	4.81	7.74	
1375050_at	BI294558	Gprin1	364676	-1.28	5.63	7.21	
1387275_at	NM_053349	Sox11	84046	1.61	-4.36	7.02	
1375407_at	BG374229	Rpgrip1	305850	-5.95	-1.29		4.61
1368583_a_at	NM_133428	Hrg	171016	1.03	3.46		3.36
1386903_at	NM_013191	S100b	25742	3.25	1.02		3.19
1378669_at	AI706871	Incenp	293733	1.11	3.40		3.06
1377174_at	AW434982	Sbf1	300147	1.02	2.99		2.93

### Prediction of the individuals susceptibility to AILI by real-time PCR analysis

Finally, to investigate whether the DEGs obtained from further screening might identify the susceptible animals, we conducted the real-time PCR analysis with the blood samples precollected before APAP treatment from an independent set of 37 rats (two groups, control group (n = 5) and APAP group (n = 32)). With the 10 genes selected from further screening, the expression levels of four genes had a inter-individual variation in APAP group before drug treatment (Fig 4). To evaluate whether the individual expression levels of these four genes, *Incenp*, *Rpgrip1*, *Mmp12*, and *Sbf1*, might predict the susceptible individuals to AILI indeed, the rats were subdivided to four quartiles based on the predose blood gene expression levels. The 8 rats had lowest gene expression levels of 32 rats, was predicted to susceptible group (first quartile), and the 8 rats had highest gene expression levels of 32 rats, was predicted to resistant group (fourth quartile), which was based on the results of the first set.

**Fig 4:**
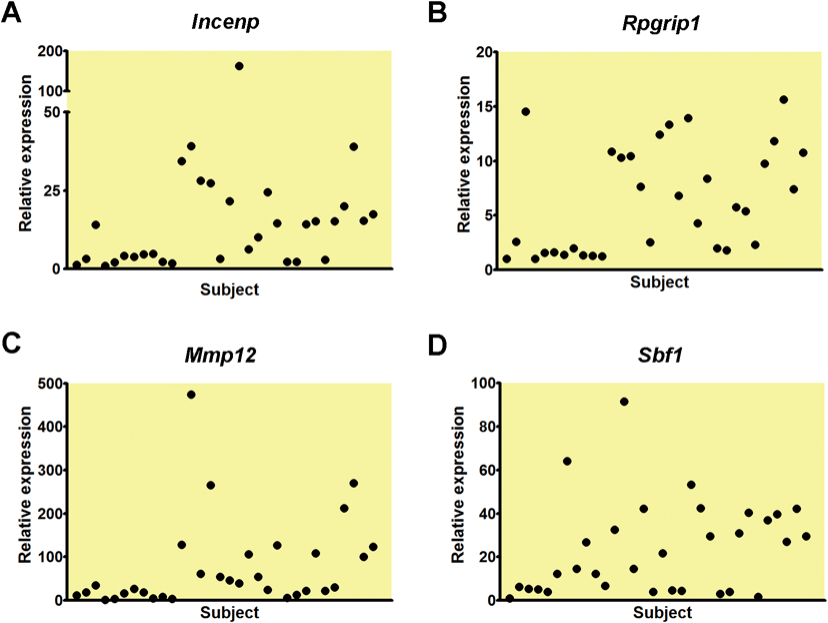
The real-time PCR analysis of the gene expression of the selected blood genes prior to APAP administration in a new test set of rats. (A-D) Scatter plots for the individual expression levels of *Incenp* (A), *Rpgrip1* (B), *Mmp12* (C), and *Sbf1*(D) of the new set of 32 rats in APAP group.

Then, by measuring the levels of serum biochemical parameters after APAP treatment, the actual susceptibility to AILI was determined. As a result, the 8 predicted susceptible rats with lower expression levels in the two genes, *Incenp* and *Rpgrip1*, showed significant higher ALT, AST and/or TBILI levels than predicted resistant animals, while for the other two genes, *Mmp12* and *Sbf1*, the trend was the same, but no significant differences were detected between these two predicted sub-groups (Fig 5, the data of ALP were not shown, because there were no difference detected between the two sub-groups). The results of histopathological examinations also showed that necrosis and inflammatory cell infiltration were detected in all the rats of predicted susceptible group, whereas hydropic degeneration of hepatocytes were observed in all the rats of predicted resistant group (Fig 6). Furthermore, based on the levels of serum biochemical parameters, ALT, AST, ALP, and TBILI, five most susceptible and the five most resistant rats were selected, respectively. As shown in Fig 7, the expression levels of the four genes showed differences between the two sub-groups in the selected rats based on the serum biochemical parameters, and the susceptible rats had the lower gene expression levels than resistant rats, especially selected by ALT and/or AST in *Incenp* and *Rpgrip1*, which was in good agreement with microarray and predicted results.

**Fig 5:**
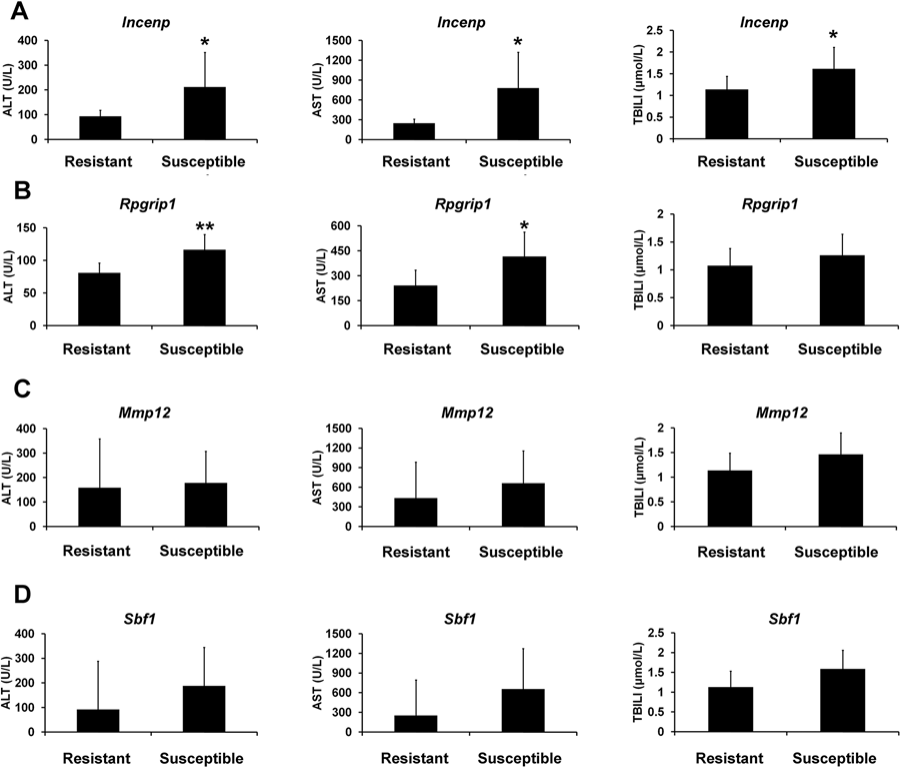
Comparison of the serum ALT, AST, and TBILI levels between predicted susceptible and resistant groups selected by predose expression levels of *Incenp*, *Rpgrip1*, *Mmp12*, and *Sbf1* in precollected blood samples prior to APAP administration in the new set of 32 rats. The 8 rats had lowest gene expression levels of 32 rats were predicted to susceptible group, whereas 8 rats had highest gene expression levels of 32 rats were predicted to resistant group. (A) *Incenp*, (B) *Rpgrip1*, (C) *Mmp12*, and (D) *Sbf1*. Values are represented as mean ± SD. * *p* < 0.05, ** *p* < 0.01 compared with resistant group.

**Fig 6:**
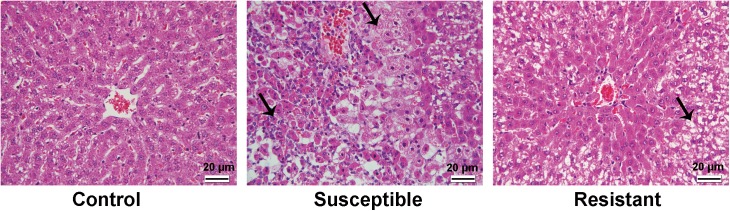
Representative images of histopathological examinations of the rat livers between predicted susceptible and predicted resistant groups after APAP administration in the new set of 32 rats with HE stain. Similar to the results of first set, the rats in control group showed normal appearance of liver, whereas predicted susceptible group exhibited serious liver injury including necrosis and massive inflammatory cells infiltration as arrows indicated, and the rat in predicted resistant group showed hydropic degeneration of hepatocytes (arrows). The magnification used was 400×. The scale bar is 20 μm.

**Fig 7:**
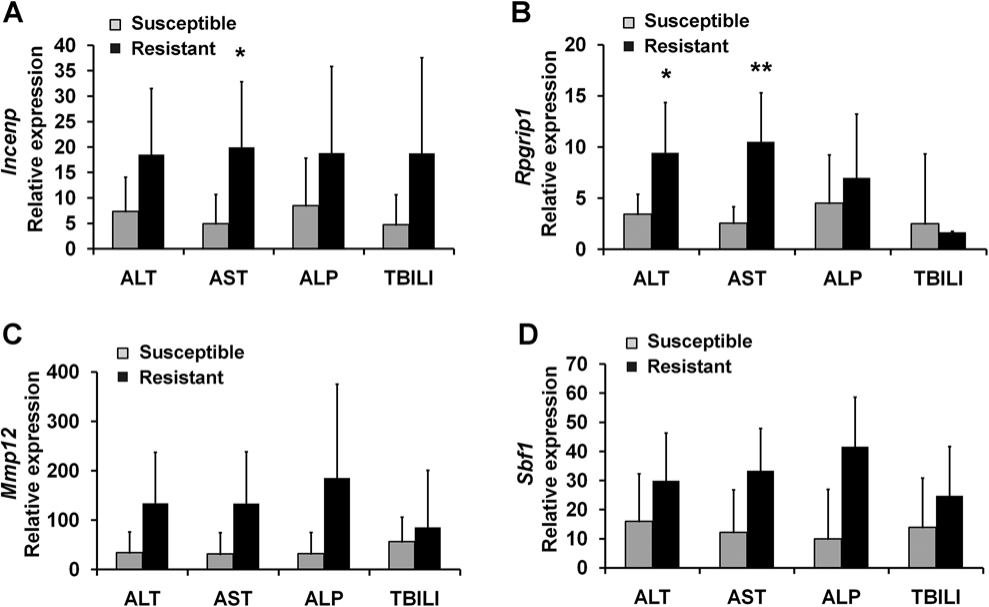
The expression levels of *Incenp*, *Rpgrip1*, *Mmp12*, and *Sbf1* between the five most susceptible rats and the five most resistant rats in precollected blood samples prior to APAP administration in the new set of 32 rats. The five most susceptible rats and the five most resistant rats were selected based on ranking in the ALT, AST, ALP, and TBILI levels after APAP treatment, respectively. The expression levels of individual animals of these genes were calculated as described above and in "Materials and methods". (A) *Incenp*, (B) *Rpgrip1*, (C) *Mmp12*, and (D) *Sbf1*. Values are represented as mean ± SD. * *p* < 0.05, ** *p* < 0.01 compared with susceptible group.

Additionally, the expression levels of these four genes in liver tissues were also detected in the 5 most resistant and 5 most susceptible rats selected by ALT levels in the new set animals after APAP administration. As the results, the four genes (*Incenp*, *Rpgrip1*, *Mmp12*, and *Sbf1*) were all higher expressed in the livers of resistant rats compared with susceptible animals after drug exposure (Fig 8, although no significance was detected in *Rpgrip1*), which had the same trend as blood samples before drug treatment. It indicated that these genes were related to the susceptibility of AILI.

**Fig 8:**
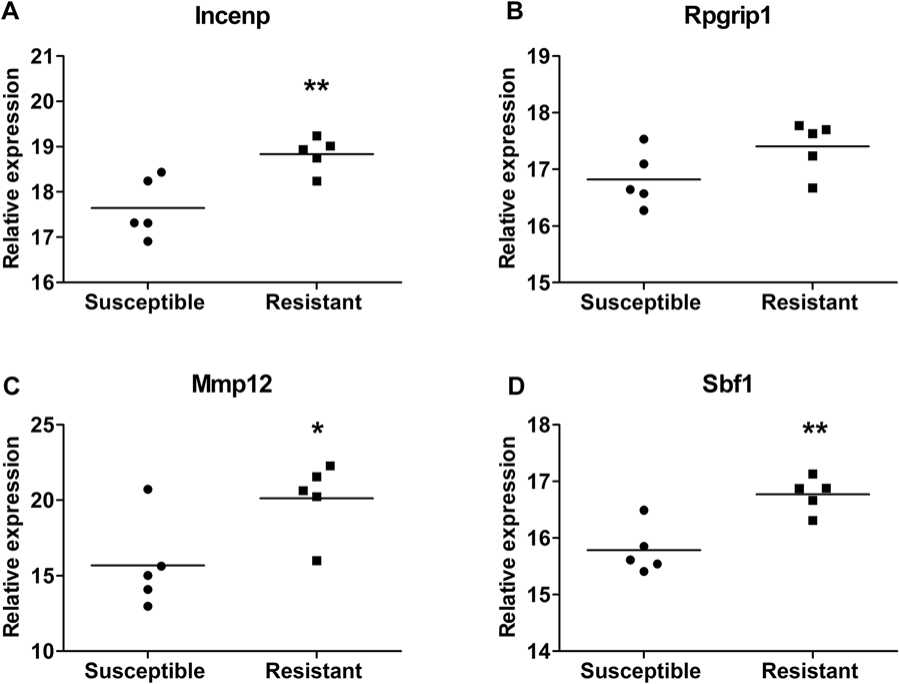
The expression levels of *Incenp*, *Rpgrip1*, *Mmp12*, and *Sbf1* in the liver tissues of the 5 most resistant and 5 most susceptible rats after APAP administration in the new set of 32 animals. The 5 most resistant and 5 most susceptible rats were selected by ALT levels. (A) *Incenp*, (B) *Rpgrip1*, (C) *Mmp12*, and (D) *Sbf1*. The relative expression levels were calculated by the ratio of the target gene to the housekeeping gene (18S rRNA) as 2^-ΔCt^. Lines are represented as the mean values. * *p* < 0.05, ** *p* < 0.01 compared with susceptible group.

## Discussion

As DILI is a critical problem in the world with new agents added every year, there is increasing researches aimed at better understanding the mechanisms and individual susceptibility of DILI [16]. The difference of inter-subject susceptibility is likely to arise from complex interactions involved in environmental and genetic factors. It demonstrated that predose global gene expression profiles of biofluids reflect inter-subject variation with respect to both genomic and environmental influences, and hepatotoxicants can produce compound-specific changes in postdose transcriptome of peripheral blood [17]. Thus, in this study, we combined the predose and postdose gene expression profiles of blood samples to further screen the DEGs in predose data between susceptible and resistant rats to AILI, which aimed to relate the intrinsic individual variation more specific to AILI and identify more reliable gene biomarkers for prediction individuals susceptibility prior to drug treatment. Although a few studies suggested that rats are much more resistant to APAP hepatotoxicity than mice and are not a valid model for mechanistic studies [18–20], many researchers have continued to use this species for exploring the potentially hepatoprotective compounds and the mechanisms of AILI in recent years [21–25]. In this study, rats were chosen as model animals rather than mice since they could provide enough blood for both transcriptomics and biochemistry analyses in the predose and postdose periods. After further validation, we suggested that the expression levels of *Incenp* and *Rpgrip1* in the blood might identify the susceptible individuals to AILI before actual exposure to APAP.

APAP is a drug caused approximately 50% cases of acute liver failure in the United States and Great Britain [26], thus, it was chosen as a model drug in this study. Moreover, inter-individual variation in response to APAP is a regulatory concern and a hot topic in DILI. Recently, Liu et al. identified that betaine-homocysteine methyltransferase 2 can affect susceptibility to AILI in mice using an integrative genetic, transcriptional, and metabolomic analysis in multiple inbred mouse strains [27]. Harrill et al. also demonstrated that utilization of inbred mouse strains is a valuable tool for evaluating individuals susceptibility to AILI by genetic polymorphisms analysis or global gene expression profiles [28, 29]. Welch et al. suggested that proteomic analysis can identify the potential susceptibility factors in AILI [30]. However, these studies have examined the influential factors of inter-subject susceptibility to AILI after drug treatment, and therefore, possibly many indicated biomarkers could be the result of secondary responses to pathophysiological changes by APAP. The ability of systems biology approaches to predict susceptibility to DILI prior to drug treatment has been demonstrated both in human and rodents in the recently studies. For instance, urine metabolite profiles obtained before the start of treatment were sufficient to distinguish which of the subjects would develop liver injury after given a single toxic-threshold dose of APAP in outbred strain rats [31], whereas urine metabolite profiles obtained shortly after the start of APAP treatment in maximum recommended daily dose, but prior to ALT elevation, could distinguish responders from nonresponders in human [32]; Yun et al. have recently devised a novel method that examines the innate gene expressions of biofluids and biopsy tissues prior to drug treatment to predict the susceptibility of DILI, including AILI [7–10]. Particularly, they identified protein kinase A inhibitor α as a potential biomarkers for screening the susceptibility of AILI [10]. Nevertheless, one critical disadvantage existed in these studies is that a number of inter-individual variation in predose data before drug treatment are not associated with drug responses, which would further interfere with subsequent biomarkers screening for prediction the individual susceptibility to DILI. Besides, the large number of inter-individual variation existed in predose data would hinder the efficiency of further validation. Thus, in this study, we demonstrated that combination of predose and postdose gene expression profiles contains sufficient information to allow the further screening of the inter-individual variation in predose data, which deeply considered the changes of signal gene's expression both before and after drug treatment in susceptible and resistant animals and could identify more reliable biomarkers related to drug responses to predict individuals susceptibility of AILI.

In this study, 158 genes were found to be statistically different in their expression levels between susceptible and resistant sub-groups prior to APAP administration. After further screening with postdose gene expression data by the two formulas mentioned above, 10 genes would be the more reliable candidate biomarkers. Of these genes, the expression of *Incenp* and *Rpgrip1* was verified to closely relate to individual susceptibility to AILI with an independent set of animals. *Incenp* encodes inner centromere protein. The latter forming a complex with Aurora-B and Survivin, regulates the stability of bipolar spindle-kinetochore attachment in mitosis and chromosome segregation and cytokinesis [33]. Overexpression of *Incenp* would be suggestive of an increase in a cell population with chromosomal instability [34]. Downregulation of *Incenp* was observed in the mice spleens after APAP treatment, indicating anti-proliferative effects in immune cells [35], whereas Incenp-immunoreactive cells were significantly increased in livers after APAP treatment [34]. In this study, the expression levels of *Incenp* were higher in resistant rats than those of susceptible rats in predose data. In this regard, we inferred that rats with innately higher expression of *Incenp* might be resistant to AILI, because these rats may have more possibility to induce cell proliferation and tissue regeneration. 

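Incenp, the scaffold of the chromosomal passenger complex that guides chromosome segregation, had a log2 signal of 9.10 ± 0.29 in resistant and 6.99 ± 1.54 in susceptible rats before dosing (mean ± SD, n = 5) on the probe set of Table 1. The difference, susceptible minus resistant, was -2.12 (standard error 0.65, limma adjusted p = 1.00; exact permutation test, 2-sided p = 0.0159). After dosing, Incenp stood at 9.20 ± 0.44 in resistant and 9.39 ± 0.36 in susceptible rats, a rise of 2.41 in the susceptible group (adjusted p = 0.00711). The gene lies on chromosome 1 of GRCr8 from 215945558 to 216017247, and 2 other probe sets on the array are annotated to it. They had predose differences of -0.10 (standard error 0.15) and -0.27 (standard error 0.31), each with an adjusted p of 1.00, and log2 changes in susceptible rats of -0.01 and -0.15 (adjusted p = 0.982 and 0.912), so that neither showed the rise. On the probe set of Table 1 the predose mean of susceptible rats lay below the highest of the negative controls, so that the sizes of the difference and of the rise are uncertain. Its partners in the complex, named by the paper or textbooks and looked up after the data had been seen, were Aurkb, the Aurora B kinase, at 0.12 (standard error 0.19), Birc5, which encodes Survivin, at 0.36 (0.23), and Cdca8, which encodes Borealin, at -0.32 (0.32), and none of them passed.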

Supporting this in part, several proteins involved in cell proliferation and tissue regeneration were more highly expressed in the livers of resistant mice compared with susceptible mice in AILI after APAP treatment [30]. The expression of *Rpgrip1* in blood was also observed to be innately higher in the resistant rats to AILI. 

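Rpgrip1 had a predose log2 signal of 8.84 ± 0.55 in resistant and 7.41 ± 1.11 in susceptible rats (mean ± SD, n = 5), a difference of -1.43 (standard error 0.51, limma adjusted p = 1.00; exact permutation test, 2-sided p = 0.0476). After APAP it fell by 2.58 on the log2 scale in resistant rats, to 6.26 ± 0.53 (adjusted p = 0.0101), and stood at 7.09 ± 1.25 in susceptible rats; the last 2 of these means and the predose mean of susceptible rats lay below the highest of the negative controls, so that the sizes are uncertain. The gene lies on chromosome 15 of GRCr8 from 27282997 to 27341021. The platform's annotation gives its probe set no gene symbol, so that the name is that of Table 1. None of 8 other retina genes passed before dosing. Sag, the arrestin of rod cells, had a difference of -0.50 (standard error 0.36), Pde6g, a subunit of the rod phosphodiesterase, -0.35 (0.30), and Rom1, a protein of the outer segment discs, 0.21 (0.23), and the list's adjusted p was 0.799.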

*Rpgrip1* was discovered in the retina, but multiple splice variants and protein isoforms were found in various tissues in the rodents and human, including liver [36, 37]. The changes of *Rpgrip1* expression are associated with tissue growth factors [37]. Thus, we speculated that increased resistance to AILI in the rats with innately higher expression of *Rpgrip1* might be the result of enhancing tissue growth ability to APAP-induced tissue damages.

Although there was no significant difference in the results of *Mmp12* and *Sbf1* in the validation experiments between two sub-groups, the expression of *Mmp12* and *Sbf1* in blood was also detected to be innately higher in the resistant rats to AILI. 

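Mmp12, a metalloelastase of macrophages, had a predose log2 signal of 7.79 ± 0.91 in resistant and 5.67 ± 0.26 in susceptible rats (mean ± SD, n = 5). The difference was -2.13 (standard error 0.40, limma adjusted p = 0.716), and every resistant array lay above every susceptible one (exact permutation test, 2-sided p = 0.00794, the smallest that 5 arrays against 5 allow). Sbf1, a pseudophosphatase of the myotubularin family, was at 8.85 ± 0.43 in resistant and 7.09 ± 0.85 in susceptible rats, a difference of -1.76 (standard error 0.40, adjusted p = 1.00), again with no overlap between the groups. Mmp12 lies on chromosome 8 of GRCr8 from 12866652 to 12876554 and Sbf1 on chromosome 7 of GRCr8 from 122237968 to 122264591. After APAP, Mmp12 was at 6.45 ± 1.65 in resistant and 7.52 ± 1.40 in susceptible rats, and Sbf1 at 8.83 ± 0.49 and 8.79 ± 0.51; all 4 group means of Mmp12 and the predose mean of Sbf1 in susceptible rats lay below the highest of the negative controls, so that the sizes of their differences are uncertain. For Sbf1, 3 other probe sets are on the array, with predose differences of -0.38 (standard error 0.14), 0.43 (0.43) and -0.33 (0.38) and log2 changes in susceptible rats of 0.17, -0.07 and 0.04, and none passed in either. Of 17 other metalloproteinases and their inhibitors none passed: Mmp8, the collagenase of neutrophils, had a difference of -0.18 (standard error 0.19), Mmp9, a gelatinase, 0.10 (0.24), and the inhibitor Timp3 -0.22 (0.16).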

*Mmp12* encodes a protein of the matrix metalloproteinase family which is involved in normal physiological processes as reproduction and tissue remodeling, as well as in disease processes [38]. Increases in MMP-9, -10, and -12 proteins were observed in liver after treatment with hepatotoxin dimethylnitrosamine, which were associated with tissue repair, metastasis, and tissue remodeling [38]. Other MMPs also increased in the liver in response to carbon tetrachloride (CCl_4_) administration, relating to inflammatory reactions [39], as well as APAP treatment, which were associated with hepatocellular damage and hepatic microcirculatory dysfunction [40]. Moreover, MMP12 haplotype may play a critical role in susceptibility to severe airway and lung injury in children with chronic bronchitis and recurrent pneumonia [41]. Therefore, we inferred that increased susceptibility to AILI in the rats with innately lower expression of *Mmp12* might be the result of lacking tissue repair and remodeling ability to APAP-induced tissue damages. *Sbf1* encodes SET binding factor 1 which is a pseudo-phosphatase related to the myotubularin family of dual specificity phosphatases. Although there were no reports about the relationship between *Sbf1* and liver, this gene has been implicated in cellular growth and differentiation [42]. In this regard, innately higher expression of *Sbf1* in resistant rats might be increased the tolerance to AILI though cellular growth pathway.

Taken together, these four gene biomarkers were all closely related to cell proliferation and tissue repair functions, which were innately higher expressed in resistant rats to AILI. Moreover, the expression levels of these four genes were all higher expressed in the livers of resistant rats compared with susceptible animals after APAP treatment, indicating they were indeed related to the susceptibility of AILI. Thus, we believed that rats with higher ability of cell proliferation and tissue repair prior to drug treatment might be more likely resistant to AILI. 

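Genes of cell proliferation and of tissue repair did not pass the test between the sub-groups in predose blood, in either direction. These values are of white blood cells and platelets 1 week before dosing. They cannot decide on proliferation or repair in the liver, which was not on the arrays. Of 25 genes of mitosis, 16 were higher and 9 lower in susceptible rats, with a median log2 difference of 0.04 (adjusted p = 0.774, and 0.942 with an estimated correlation), and 0 passed over all genes or when adjusted over the list alone. Mki67, the proliferation antigen Ki-67, was at a log2 signal of 12.46 ± 0.40 in resistant and 12.29 ± 0.54 in susceptible rats (mean ± SD, n = 5). Of 21 DNA replication genes, none passed and the median was 0.04; Pcna, the sliding clamp of DNA polymerase, had a difference of -0.12 (standard error 0.13). Matrix remodelling genes (17) had a median of 0.10, with an adjusted p of 0.551. Of 14 growth factors and receptors of tissue repair, 10 were lower in susceptible rats, with a median of -0.14 (adjusted p = 0.742), and none passed. Vegfa, a growth factor of blood vessels, had a difference of -0.35 (standard error 0.22), and Egf, epidermal growth factor, 0.45 (0.19). Among the genes with the smallest predose p, the growth factor Tgfa had a difference of -1.82 (standard error 0.41), which did not pass. Its susceptible mean of 7.22 lay below the highest of the negative controls. As a mean score per array, this list was 0.17 ± 0.20 in resistant and -0.16 ± 0.18 in susceptible rats (exact permutation test, 2-sided p = 0.0238), and the mitosis list was 0.13 ± 0.33 and 0.17 ± 0.16 (p = 0.833); 28 lists were scored, and these p are not adjusted. Without susceptible predose replicate 3 the mitosis list was higher in susceptible rats before adjustment (median 0.07), which it was not with all arrays, and without susceptible predose replicate 5 its test, which weighs all members, turned to the resistant side (median 0.02). The paper starts from the higher predose expression of Incenp, Rpgrip1, Mmp12 and Sbf1 in resistant rats and from what is known of these genes. It adds real-time PCR of predose blood in an independent set of rats. There, rats low in Incenp or Rpgrip1 later had significantly higher ALT, AST and/or TBILI, while Mmp12 and Sbf1 showed the same trend without significance. It also reports higher expression of these genes in the livers of resistant rats after APAP, not significant for Rpgrip1. From these, the paper proposes that rats with a higher capacity for cell proliferation and tissue repair before treatment might more often be resistant to APAP-induced liver injury.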

Consistently, it has been demonstrated that the time of onset of tissue repair determines the extent of liver injury, and inter-individual differences in the magnitude of tissue repair may contribute significantly to individual susceptibility to DILI [43]. To clarify the results of this study further, how inter-individual differences in the magnitude of tissue repair influence the individual susceptibility to AILI should be elucidated such as *in vivo* siRNA experiments to these genes. Additionally, there was a situation should be indicated. Some rats with high expression in one or more than one of the four genes prior to drug treatment but exhibited mild or moderate susceptibility to AILI (data not shown). This might be from the contribution of other unidentified factors, which also observed in the susceptibility of CCl_4_-induced hepatotoxicity [9].

## Conclusion

In this study, we first proposed a method for the further screening of the intrinsic individual variation in the predose gene expression profiles, which can identify more reliable candidate biomarkers related to drug responses for detecting individuals susceptibility before drug treatment, and this method is also suitable to other system biological approaches, such as proteomics and metabonomics. More importantly, although further studies should be conducted with other hepatotoxicants or species to validate this approach, this study has shown the potential applicability of combination of blood gene expression prior and posterior to drug treatment as a novel and practical method to discover reliable biomarkers for prediction the susceptible population to DILI. However, the contribution of drug metabolism to the susceptibility of AILI was not addressed in this study, such as the individual differences in the formation of reactive intermediate N-acetyl-p-benzoquinone imine (NAPQI) by cytochrome P450 enzymes. The excess NAPQI is a leading cause of AILI. Despite this, our results suggest that further studies are needed on the functions of the genes controlling tissue repair in the susceptibility of AILI."

## Supporting Information

S1 Table The gene-specific primers used for qRT-PCR. (DOC) Click here for additional data file.

# Supplementary material for: Predose and Postdose Blood Gene Expression Profiles Identify the Individuals Susceptible to Acetaminophen-Induced Liver Injury in Rats
**Source:** PLoS One. 2015 Oct 29;10(10):e0141750. doi: 10.1371/journal.pone.0141750
**Supplement:** S1 Table

**Supporting Information**

S1 Table.Gene-specific primers used for qRT-PCR.

| **Gene symbol** | **NCBI Gene ID** | **Forward primer (5' −> 3')** | **Reverse primer (5' −> 3')** |
| --- | --- | --- | --- |
| Bmp2 | 29373 | ACGAGAAAAGCGTCAAGC | TCATTCCACCCCACATCA |
| Gprin1 | 364676 | AAAGAGCAGCCACAACCG | GATGCAGAGTCAGCCTTCC |
| Hrg | 171016 | CTCAAGGGTCAGTATCATCG | AGTGGAGGGAGTCGGTAG |
| Incenp | 293733 | GCCTCTGCTCGCATCATTT | CTTGCTCCTCTACTGCCTCCT |
| Mmp12 | 117033 | CCCATCCTTGACAAATCC | GCCTCCACCAGAAGAACC |
| Myl7 | 289759 | ACAAGTTCTCTCCTGCTG | ACTCCTCTTTCTCATCCC |
| Rpgrip1 | 305850 | AGTTCATCTCCGTTGGTTC | GTATGTGCCGTTCGTTATT |
| Sbf1 | 300147 | CCTGTCATTCGCTTCCAT | TGCCCTCCAACACTTTCAT |
| Sox11 | 84046 | GGAAACGGTGATGAAATGTTG | ACGATAAAGGAAGGGAAGAGTG |
| S100b | 25742 | AGACCTATCACCCACACC | ATCTAATCGTTCCACCAG |
| Rn18s | 100861533 | AAACGGCTACCACATCCAAG | TTGCCCTCCAATGGATCCT |

How the deposited data were processed for this re-analysis (not part of the article)

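Blood RNA of susceptible and resistant Wistar rats, drawn before and 24 h after APAP, was measured on 20 Affymetrix Rat Genome 230 2.0 arrays, with 5 arrays per group and 1 array per sample. The deposited table gives 1 linear intensity per probe set and array. Its array medians lie near 202, and no quantile or trimmed mean is equal on all arrays, so that what the authors set equal is not known. The software behind the deposited signals is not named in the paper's text; the methods state that the data were handled in ArrayTrack and normalized per chip to a median of 1000.

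Each array was scaled to a median of 1000 over 31042 probe sets, after 57 control probe sets were left out, and values were converted to log2. Probe sets under 100 on all predose arrays were left out of the predose comparison, as the methods say (30416 remained), and those under 100 on all 20 arrays were left out of the other comparisons (30747 remained). Gene symbols came from the platform's annotation, where 20826 probe sets carry 1 symbol, and positions from the GRCr8 annotation. Symbols are those of 1 reference and may miss newer names.

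Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with a Benjamini-Hochberg adjusted p under 0.05. The predose comparison used the 10 predose arrays. The change in each sub-group, the difference between these changes and the postdose comparison used all 20 arrays, so that the 4 groups share 1 spread per probe set. The paper's selection, Welch's test with p under 0.05 and an absolute fold change of at least 2, was run on the log2 values, with the fold change as the ratio of geometric means, since the text does not name the scale. The screen followed the paper's 2 formulas.

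Gene lists (28) for blood cell types, liver, retina, muscle, proliferation, repair, stress, interferon, inflammation, metabolism of APAP, fasting and the circadian clock were written before the data were examined, with 1 probe set per gene, that of the highest mean signal, and tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation. A list of Table 1's genes was among them; the paper chose those on these samples. Scores per array and the Table 1 genes were compared with exact 2-sided permutation tests, for which 5 arrays against 5 allow 252 arrangements.

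Named genes were those of Table 1, for each comparison the 12 with the largest change in each direction among those past the threshold (or the smallest p where fewer passed), before dosing also the 12 largest in each direction past the criteria of the methods, and in each list tested the members past the threshold and the 4 with the highest mean signal. The values in the paper's tables were known when this rule was written. Among these, genes were named for what they encode. The partners of Incenp lie outside the rule and were named after their values had been seen.

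The fit was tested on simulated data with the spread of these arrays, in which 200 probe sets were changed by 1 or 2 on the log2 scale. In the predose comparison, 50 of 52 changes of 2 were recovered where the mean signal was at or above the array median and 9 of 48 below it, and 10 of 99 calls were false. The number of arrays sets the precision, and no count depth exists for arrays.

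Alternatives were quantile normalization, values as deposited, no filter, a stricter filter, 1 probe set per gene, the replicate number as a block, the methods' test with adjustment, only the arrays compared, arithmetic fold changes, Student's test and leaving out each array in turn; the combinations of deposited values with arithmetic fold changes, the screens of probe sets with 1 gene symbol, the comparison with the bacterial trp probe sets, the exact tests over all renumberings and over all gene lists, and the splits with postdose arrays assigned at random were added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Serum values, histology and real-time PCR were left out, since no file holds them, and no vehicle-treated rat was on an array.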

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

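The tests against neutrophil and monocyte genes and over all 28 lists, and the splits with postdose arrays assigned at random, were chosen after results had been seen; the other tests were set before the results they measure were seen. Patterns were found on the same arrays on which they were tested.

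Of the predose probe sets, 370 passed the criteria of the methods. When the 10 predose arrays were split into 5 and 5 in other ways, 60 of 100 splits, the real one included, gave as many, and the highest other split gave 502, so that chance cannot be excluded as the source of the number. Only 0.541% of the 370 have a mean predose signal at or above the array median, against 50.2% of the probe sets tested, which is what noise of weakly hybridizing probe sets predicts and may account for much of the list. A true predose difference between the rats stays open for single genes, since both tests concern the whole set. With limma, the 1 adjusted call was matched or passed in 35 of 100 splits (highest other 5), and the 1138 unadjusted ones in 92 (highest other 2890).

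The 370 probe sets moved toward the predose level of the other sub-group after APAP, by a median of 0.835 on the log2 scale over both sub-groups. Other splits of the rats, selected and screened in the same way, gave a move as large in 47 of 100 (highest other 0.913), and as high a score of the top genes in 73 of 100 (highest other, as a mean log2 score, 3.68 against 3.23); postdose arrays followed their replicate number, and with postdose arrays assigned at random within the sub-groups the counts were 47 and 73 as well. Selection of a chance difference, followed by new values on the postdose arrays, predicts such a move and may be its source. A difference kept after dosing predicts that more probe sets keep their direction than in other splits. The share that did was 47.6%, under the median of the other splits (50.6%) and the 95th percentile of the splits (54.9%). The highest other split gave 59.1%, and 76 of 100, the real one included, gave as high a share. No excess was seen, which argues against a kept difference for the set as a whole. A response to APAP in single genes stays open; the change differed between the sub-groups in 0 of the 370 with adjustment, and genes selected on the same arrays cannot tell a response from a return of chance values.

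After APAP, 20 interferon-induced genes had a median log2 difference of 1.43 between susceptible and resistant rats, with 19 of them higher in susceptible rats. Chance among the postdose arrays is argued against by the score per array, which did not overlap between the groups (exact permutation test, 2-sided p = 0.00794, the smallest that 5 against 5 allow, and as small against the largest t of any of the 28 lists scored), and dependence on a single array by a median of at least 1.26 with any postdose array left out. More neutrophils or monocytes in the blood would raise their markers by as much, but the larger of the 2 list medians, that of neutrophil genes, was 0.329, against 1.07 for the interferon median less 2 standard errors over its genes, which are not independent; neutrophil genes were themselves higher in susceptible rats (adjusted p = 0.00433, and adjusted p = 0.524 with an estimated correlation), so that more of these cells are argued against only as the whole source. Against their predose arrays, the list's median was 0.91 in susceptible and -0.97 in resistant rats, so that a lower postdose level in resistant rats is as much a part of the difference as a higher one in susceptible rats; a relation to the severity of liver injury, which defines the sub-groups, was not tested and stays open, as do infection and other differences between the rats. The list's call was lost with an estimated correlation (adjusted p = 0.177). For the other lists the exact test over all 28 lists gave larger p. It was 0.0794 for inflammatory, 0.159 for heat shock, 0.659 for liver, 0.905 for platelet and 0.976 for neutrophil genes. Chance among the postdose arrays stays open for these.

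The change from predose to postdose differed between susceptible and resistant rats, tested as an interaction, for 6 lists: interferon (1.60), liver (0.779), inflammatory (0.598), heat shock and protein folding (0.381), neutrophil (0.227) and platelet genes (0.213), each given as a median difference on the log2 scale and each higher in susceptible rats. With an estimated correlation none of them passed (adjusted p = 0.226 for interferon). With quantile normalization neutrophil (adjusted p = 0.0735) and platelet genes (adjusted p = 0.121) did not pass. T cell genes did in that setting, lower in susceptible rats (median -0.22, adjusted p = 6.50e-04). With the replicate number as a block, neutrophil genes did not pass either (adjusted p = 0.0938). At an unadjusted p under 0.05, limma called 2122 probe sets for the interaction, matched in 4 of 100 splits with a highest other of 3322, or in 7 with postdose arrays assigned at random, and 0 with adjustment.

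Changes over all genes are not reported in the paper: 1570 probe sets in resistant rats (highest other of 100 splits 2), 2048 in susceptible rats (highest other 188) and 44 between the sub-groups after dosing (highest other 11). In each of these 3 only 1 of 100 splits, the real one, gave as many, which argues against chance as their source; bleeding site, fasting and day remain confounded with APAP in the first 2.

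By Dixon's test, 5 values on 4 arrays stood apart from the other 4 of their group among 164 groups tested, where 8.2 are to come from chance. They were Bmp2 on resistant postdose replicate 3, with a signal of 257.9, the neutrophil score of resistant postdose replicate 5 (0.595), the inflammatory score of the same array (0.0484), the DNA replication score of susceptible postdose replicate 3 (0.0741) and the glucocorticoid score of susceptible predose replicate 1 (0.508).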

How the results depend on the processing

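Settings that combine deposited values with arithmetic fold changes, the screens of probe sets with 1 symbol, and the exact test of the numbering were chosen after the data had been seen. Counts within 1.5 times the reported ones are not listed. The predose limma count of 1 was 0 with values as deposited, with 1 probe set per gene, with the replicate number as a block, with the methods' test after adjustment and with all 20 arrays in the fit, and 0 to 2 with 1 array left out (unadjusted counts 433 to 1298 over these settings). The resistant count of 1570 was 959 with 1 probe set per gene, 970 with the block, 729 with the methods' test and 955 with only the 10 arrays compared, and the susceptible count of 2048 was 1290, 578 and 869 with the last 3 of these; fewer genes or residual degrees of freedom enter these fits. With 1 array left out the resistant count was 967 to 1661, the susceptible 1332 to 2270 and the interaction 0 to 2. The postdose count of 44 was 73 with quantile normalization, 8 with the block and 0 with the methods' test (2295 unadjusted), and 7 to 89 with 1 array left out; the cause was not tested. The 370 predose probe sets of the methods' criteria became 157 with values as deposited, 127 with 1 probe set per gene, 143 with deposited values and arithmetic folds, and 138 with the test on the linear scale as well. A filter at 100 on deposited values, whose medians lie near 202, removes more probe sets: 24041 were tested. Of Table 1's genes, 3 were among the 5 highest of their trend; this was 0 with arithmetic means, 6 with values as deposited, 6 with both, 10 when only probe sets with 1 symbol were screened as well, counting Table 1's name for Rpgrip1, 9 by the annotation alone, and 0 to 3 with 1 replicate of a sub-group left out. The 31 list calls over all comparisons became 0 with an estimated correlation, 32 with quantile normalization and 34 with the block. The median difference of the predose mitosis list was -0.0375 to 0.0861 with 1 array left out; without susceptible predose replicate 5 its test reversed (median 0.0207).

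Among genes named in the text, 3 with differences near 0 before dosing turned with 1 array left out: Aurkb (-0.0147 to 0.245), Cyp2e1 (-0.101 to 0.398) and Mmp9 (-0.0668 to 0.270). The resistant changes of Bmp2, Hrg and Sbf1, also near 0, turned as given under the differences from the paper, that of Incenp without resistant predose replicate 2 or resistant postdose replicate 4 (-0.0196 and -0.00694), and the susceptible change of Rpgrip1 without susceptible predose or postdose replicate 2 (0.119 and 0.126). In the screen, with a replicate number left out of 1 sub-group, Rpgrip1 became opposite without susceptible replicate 2 and Gprin1 moved the same way without resistant replicate 3, with changes of trend for Bmp2, Hrg and Sbf1 as well. Of the named genes, 286 tests with 1 array left out and 158 under other settings no longer passed, 5 and 5 passed anew, and 2466 and 1018 stood as reported. The replicate numbers were tested as pairs: with the group means removed, predose and postdose arrays of 1 number correlated at -0.164 to 0.196, over 0.1 in 6 of 10 pairs, and 5 of 10 samples correlated best with their own number, where 2 are to come from chance; the mean of 0.0806 was matched in 0.0256 of all 14400 renumberings (exact test; 0.00833 in resistant and 0.300 in susceptible rats). This is a hint from the data, not the design, that equal numbers are 1 rat; the numbers were not taken to pair the samples, since 4 pairs did not pass 0.1. For the predose and postdose comparisons the block joins different rats. With it, the postdose calls were 8 higher and 0 lower, and the neutrophil interaction had an adjusted p of 0.0938. Signal limits what can be seen: in simulated data, changes of 2 on the log2 scale were recovered in 59.0% of probe sets before dosing and in 71.0%, 75.0%, 49.0% and 60.0% in the resistant, susceptible, interaction and postdose comparisons, mostly at or above the array median.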

Differences from the paper's values

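Only the settings marked so below were chosen after the values had been seen. At the criteria stated in the methods, p under 0.05 and an absolute fold change of at least 2, 370 probe sets differed before dosing, where the paper's number is 158 genes. Of the pre-set alternatives, values as deposited (157) and 1 probe set per gene (127) fall within 1.5 times of the paper's number. The first holds all 10 probe sets of Table 1 and the second 7 of them. The pre-set alternatives outside that range are the test on the linear scale with arithmetic fold changes (287), the log2 test with arithmetic fold changes (354), quantile normalization (375), no filter (380), at least 100 on 5 or more predose arrays (259), Student's test (470) and leaving out 1 array (348 to 391). Settings chosen after seeing the values, deposited values with arithmetic fold changes, gave 143 with the test on log2 values, which drops 0 of the paper's 10 genes, and 138 with the test on the linear scale, which drops 2.

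For 3 genes the sign of the change in resistant rats differs, on fold changes close to 1, written with a minus sign where postdose was lower. For Bmp2 the paper's value is 1.19 and the value here -1.02; the ratio of arithmetic means has the paper's sign, as does leaving out resistant predose replicate 3 or 4 or resistant postdose replicate 1, 2, 4 or 5, and quantile normalization, values as deposited and leaving out any other array do not. For Hrg the paper's value is 1.03 and the value here -1.02; the ratio of arithmetic means and leaving out resistant predose replicate 5 or resistant postdose replicate 1, 2 or 3 have the paper's sign, and quantile normalization, values as deposited and leaving out any other array do not. For Sbf1 the paper's value is 1.02 and the value here -1.01; leaving out resistant predose replicate 1 or 5 or resistant postdose replicate 1, 3 or 5 has the paper's sign, and the ratio of arithmetic means, quantile normalization, values as deposited and leaving out any other array do not. For Incenp the paper's screen score is 3.06 and the score here 4.95; the ratio of arithmetic means and leaving out susceptible predose replicate 3, 4 or 5, resistant postdose replicate 2 or susceptible postdose replicate 2 bring it within 1.5 times of the paper's, and quantile normalization, values as deposited and leaving out any other array do not.

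With deposited values and ratios of arithmetic means, a setting chosen after seeing the values, all 20 fold changes of Table 1 had the paper's sign and differed from it by at most 0.00591 on the log2 scale; it drops 0 of the paper's 10 genes. Without it, 17 of the 20 had the paper's sign. With ratios of arithmetic means of the scaled values, 19 of the 20 had it, and the largest log2 difference was 0.0698.

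The paper places Bmp2 among the genes with opposite trends, and Hrg and Sbf1 among those with the same trend. Here Bmp2 moved the same way in both sub-groups, and Hrg (fold changes -1.02 and 4.01) and Sbf1 (-1.01 and 3.26) moved in opposite ways; the other 7 genes had the paper's trend. With deposited values and ratios of arithmetic means, chosen after seeing the values, Bmp2, Hrg and Sbf1 had it too. These differences in trend thus depend on the scaling and on the kind of mean. The paper takes its 10 genes as the 5 highest of each trend, and here 3 of them were, or 6 with values as deposited. Bmp2 was counted in either setting among the probe sets that moved the same way. With deposited values, arithmetic fold changes and only the probe sets with 1 gene symbol, chosen after seeing the values, all 10 were where Table 1's name was counted for Rpgrip1, which drops 0 of the paper's genes, and 9 by the annotation alone, which drops 1. The paper's statement that Incenp, Rpgrip1, Mmp12 and Sbf1 were higher in resistant rats before dosing has the direction found here for each of the 4 on the probe sets of Table 1. The paper chose them on the same arrays for that difference, so that the shared direction is no independent evidence. Another probe set of Sbf1 had a difference, susceptible minus resistant, of 0.43, and the rest of Sbf1 and Incenp had -0.38 to -0.10.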

Other observations

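No test in this part was chosen after its result was seen. After APAP, the list of interferon-induced genes was higher in susceptible than in resistant rats with a preset correlation. It did not pass with an estimated one (adjusted p = 0.177). The paper does not report this comparison. Of 28 lists, 8 were higher and 2 lower with the preset correlation, and 0 passed with an estimated one. Those higher included liver (median 0.63, adjusted p = 2.41e-04), heat shock and protein folding (0.30, adjusted p = 4.99e-06) and platelet genes (0.19, adjusted p = 0.00449). The liver score per array was -0.19 to 1.73 on SA and -0.64 to 0.08 on RA arrays, so that the groups overlapped. With quantile normalization 8 of the 10 list calls were kept, but that for platelet genes was lost (median 0.06, adjusted p = 0.164). Gbp2, an interferon-induced GTPase, had a log2 signal of 15.09 ± 0.26 in resistant and 17.07 ± 0.50 in susceptible rats (mean ± SD, n = 5; difference 1.99, limma adjusted p = 0.00967), and Ubd, a ubiquitin-like modifier induced by interferon, differed by 1.65 (adjusted p = 0.00967). Of 20 interferon-induced genes 3 passed, Cxcl10, a chemokine (3.71, adjusted p = 0.0226), Usp18, which removes the modifier Isg15 (2.61, adjusted p = 0.0266), and Stat2, a transcription factor of interferon signalling (1.34, adjusted p = 0.0196), and 19 were higher when adjusted over the list alone (adjusted p = 0.177 with an estimated correlation). Tlr4, the receptor of bacterial lipopolysaccharide, was also higher (1.88, adjusted p = 0.0196), and Klhl14, a Kelch-like protein, was lower (-0.79, adjusted p = 0.0196). Of 16 inflammatory genes none passed over all genes and 6 were higher when adjusted over the list alone (list adjusted p = 2.76e-06, and 0.177 with an estimated correlation). In total 44 probe sets passed, 38 higher and 6 lower in susceptible rats. The count moved by more than 1.5 times without resistant predose replicate 2 (73) or 5 (83), resistant postdose replicate 1 (17), 2 (7), 3 (18) or 4 (8), or susceptible postdose replicate 1 (9), 3 (13) or 4 (89). It was 73 with quantile normalization and 0 with the methods' test after adjustment, where no gene named here passed. With the replicate number as a block it was 8, with 8 higher and 0 lower, so that the call for Klhl14 was lost. With only the 10 arrays compared it was 33, of which 15 were shared with the 44. Gbp2 and Ubd passed with any 1 array left out, whereas the calls were lost for Cxcl10 (3.42 to 3.80) and Stat2 (1.23 to 1.34) without resistant postdose replicate 1, 2, 4 or 5 or susceptible postdose replicate 1 or 3, for Usp18 (2.40 to 2.72) without any resistant postdose array or susceptible postdose replicate 1, 3 or 5, for Tlr4 (1.78 to 1.90) without resistant postdose replicate 2 or 4 or susceptible postdose replicate 1, and for Klhl14 (-0.79 to -0.74) without these or susceptible postdose replicate 3.

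From predose to postdose blood, the interferon list had a median log2 change of 0.91 in susceptible and -0.97 in resistant rats. In susceptible rats 5 of its 20 genes rose, among them Ifit3 (1.56), and in resistant rats 3 fell and 1 rose (13 higher, and 9 lower and 1 higher, when adjusted over the list alone), with adjusted p = 0.493 and 0.692 with an estimated correlation. Of 16 inflammatory genes, 2 rose and 3 fell in resistant rats, where Ccl2, a chemokine of monocytes, fell by 2.91 (adjusted p = 0.0106; not passed with only these 10 arrays or with the methods' test after adjustment), and 5 rose and 1 fell in susceptible rats (3 higher and 6 lower, and 7 higher and 2 lower, when adjusted over the list alone); the list's median was -0.42 in resistant (adjusted p = 0.172) and 0.54 in susceptible rats (adjusted p = 0.0754), and its mean score per array went from 0.10 to -0.46 in resistant rats (exact permutation test, 2-sided p = 0.0238, not adjusted). Il1b, a cytokine on this list, rose in both sub-groups (1.69 and 0.98). In susceptible rats, 3 of 23 genes of the liver rose, Rbp4 and Ahsg, which encode plasma proteins, by 3.56 and 2.62, and Alb, which encodes albumin, by 3.17 (3 higher when adjusted over the list alone, adjusted p = 0.493 with an estimated correlation), while 0 passed in resistant rats. The predose mean of Rbp4 in susceptible rats lay below the median of the negative controls and that of Ahsg below their highest, so that the sizes of these rises are uncertain. Alb was at 11.63 ± 1.98 on SA arrays (mean ± SD, n = 5) against 7.98 ± 1.13 on RA arrays, and its call in susceptible rats was lost without susceptible postdose replicate 1 (change 2.77). Fetub, made mainly by the liver but not among the list's calls, rose by 3.69 in resistant and 3.71 in susceptible rats. The contrast between the sub-groups thus depends on which liver genes are taken. Of 13 genes of the NRF2 response to oxidative stress, 3 rose in susceptible rats, among them Slc7a11, a cystine transporter (1.49), and Nqo1, a quinone reductase (1.06), and 1 fell; the list's adjusted p was 0.0546. Fas, a death receptor among 10 p53 targets, rose by 1.62 in the same rats. Of 11 monocyte genes, 3 fell in susceptible rats, among them Adgre1, the macrophage antigen F4/80 (-1.75), and Csf1r, a growth factor receptor (-0.89), and 1 rose (list adjusted p = 0.493).

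Before dosing, none of 13 genes of APAP metabolism and glutathione synthesis passed between the sub-groups (median log2 difference 0.05, adjusted p = 0.774). Cyp2e1, a cytochrome P450 that oxidizes APAP, had a difference of 0.18 (standard error 0.40), and Gstp1, a glutathione transferase, -0.10 (0.11). After dosing, T cell genes had a median difference of -0.12 between susceptible and resistant rats (adjusted p = 0.00660, and 0.524 with an estimated correlation), B cell genes -0.22 (0.0169, and 0.542), and none of their members passed over all genes. With quantile normalization and the preset correlation, the medians were -0.25 (adjusted p = 5.84e-06) and -0.27 (adjusted p = 0.00894). The size for T cell genes thus depended on the scaling.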
